# Bazedoxifene and conjugated estrogen combination maintains metabolic homeostasis and benefits liver health

**DOI:** 10.1371/journal.pone.0189911

**Published:** 2017-12-21

**Authors:** Karen Lee Ann Chen, Yiru Chen Zhao, Kadriye Hieronymi, Brandi Patricia Smith, Zeynep Madak-Erdogan

## Abstract

The bazedoxifene and conjugated estrogens (CE+BZA) combination has been shown to prevent visceral adiposity and weight gain after ovariectomy. However, its impact on the liver transcriptomes associated with prevention of hepatosteatosis is yet to be determined. In the present study, we use liver transcriptomics and plasma metabolomics analysis to characterize the effects of various estrogens on liver. The CE+BZA combination was very effective at preventing ovariectomy-induced weight gain in mice fed a high-fat diet (HFD). In CE+BZA treated animals, liver weight and hepatic lipid deposition were significantly lower than in Vehicle (Veh) treated animals. Additionally, CE+BZA induced unique liver transcriptome and plasma metabolome profiles compared to estradiol, conjugated estrogens alone, and bazedoxifene alone. Blood plasma metabolite analysis identified several metabolites similar to and distinct from other estrogen treatments. Integrated pathway analysis showed that gene networks that were associated with inflammation, reactive oxygen species pathway and lipid metabolism and their relevant metabolites were regulated significantly by CE+BZA treatment. Thus, long-term CE+BZA treatment modulated hepatic metabolic gene networks and their associated metabolites and improves hepatic health without stimulating the uterus.

## Introduction

With increased life expectancy, a significant portion of the US population will quickly be over 60 and a significant majority of this population is going to be women [1]. Estrogen deficiency in postmenopausal women increases incidences of cardiovascular disease and skeletal degeneration, as well as, obesity, type 2 diabetes, and non-alcoholic fatty liver disease (NAFLD) [2–4]. In animal models of estrogen-deficiency, these effects, including insulin resistance and glucose tolerance, were improved by estradiol (E2) treatment [5, 6].

Conjugated estrogens (CE) are a mix of various estrogens and estrogen metabolites **(**S1 Fig**)** that are currently used in clinic either alone or in combination with progestin to manage postmenopausal symptoms. Selective estrogen receptor modulators (SERMs) are compounds that bind to estrogen receptors (ER) and exert agonistic or antagonistic activity based on the tissue background. Bazedoxifene (BZA) is one such SERM that has estrogen agonist activity in bone and reduces osteoporosis while having antagonistic activity in the breast and uterus [7, 8]. In mice, BZA blocks effects of E2 in the mammary gland and inhibits the growth of tamoxifen sensitive and resistant breast tumors [9]. In cell culture models, CE was much less potent in inducing breast cancer cell proliferation, and BZA entirely suppressed this effect [10]. CE+BZA combination has been described as tissue-selective estrogen complexes (TSECs). This combination, marketed as Duavee, was approved by the FDA for the prevention of postmenopausal osteoporosis and the treatment of moderate-to-severe vasomotor symptoms caused by menopause [11–13]. In addition to improving postmenopausal symptoms, CE+BZA prevented weight gain due to estrogen deficiency in ovariectomized mice [14, 15]. CE+BZA treated, ovariectomized animals had a significant decrease in both uterine and mesenteric white adipose tissue, yet the treatment did not cause an increase in uterine weight [15]. In mice, CE+BZA treatment decreased plasma leptin levels, leptin/adiponectin ratio, and levels of thiobarbituric acid reactive substances (TBARS) compared to vehicle treatment, suggesting normalization of plasma adipokines and systemic inflammation [14]. Furthermore, the CE+BZA treatment decreased hepatic fatty acid synthase (FAS) enzymatic activity [14] and liver lipid deposition [15].

To understand the molecular and systemic effects of CE+BZA combination on metabolism in the low estrogen environment, we performed liver transcriptomics and plasma metabolomics analysis in ovariectomized female mice. In this well-established estrogen deficiency model [16–19], CE+BZA combination modulated inflammation-related pathways and decreased the expression of gene networks that control lipid deposition in the liver. In summary, our combined liver gene expression and blood metabolite analysis showed that CE+BZA combination is very effective in mitigating weight gain and lipid deposition in liver, by modulating fatty acid metabolism, reactive oxygen species- and inflammation-associated pathways that are deregulated due to loss of estrogens and high-fat diet.

## Material and methods

### Animal model and treatments

48 female mice, C57BL/6J (RRID:IMSR_JAX:000664), from Jackson Laboratory were housed individually in 12-h light-dark cycle. At 8 weeks of age, mice were switched to a high-fat diet (Harlan TD.88137), which was based on an AIN76a diet but with 45% of calories from fat and 0.2% cholesterol. Mice were given water ad libitum. Based on our previous work on body weight normalization by low affinity estrogens in mice treated with controls or various estrogens, typical treatment differences in the weight of animals on high fat diet following ovariectomy were 5 g; standard deviations were approximately 3 g [10, 18]. Using these predictions and a Type I error of 5% and a Type II error of 10%, we estimated that 8 animals were required for each group in each experiment. Forty mice were ovariectomized (OVX) under isoflurane anaesthesia at ten weeks of age. The rest of the mice were kept as sham operated control group (Sham). Ovariectomized mice were divided randomly into five treatment groups (8 animals per treatment group): (1) vehicle at 43% DMSO, 15% ethanol, and 42% saline; (2) E2 at 5 μg·kg^-^1·day^-1^; (3) CE at 2.5 mg·kg^-^1·day^-1^; (4) BZA at 3mg·kg^-1^·day^-1^; (5) CE+BZA. The dosages of the estrogens were selected based on previously published studies.[14, 15] Conjugated estrogens were centrifuged at 9,000g for 1 minute to remove insoluble cellulose before loading into a 60-day release osmotic minipump as described (Alzet 2006, DURECT Corporation; flow rate 0.15 μl/hr) [14, 15]. This mode of delivery resulted in ~100 pg/ml of E2 and estrone delivery in previous studies [14]. E2 was delivered using 0.72 mg, 60-day release E2 pellets from Innovative Research of America, as we reported previously [20]. E2 and CE supplementation induced the predicted uterotropic responses, whereas animals that were treated with Veh, BZA or CE+BZA were devoid of this response **(**Fig 1C**)**. All experiments involving animals were conducted with protocols approved by the University of Illinois at Urbana-Champaign and by the National Institutes of Health standards for use and care of animals (IACUC Protocol 14193).

**Fig 1:**
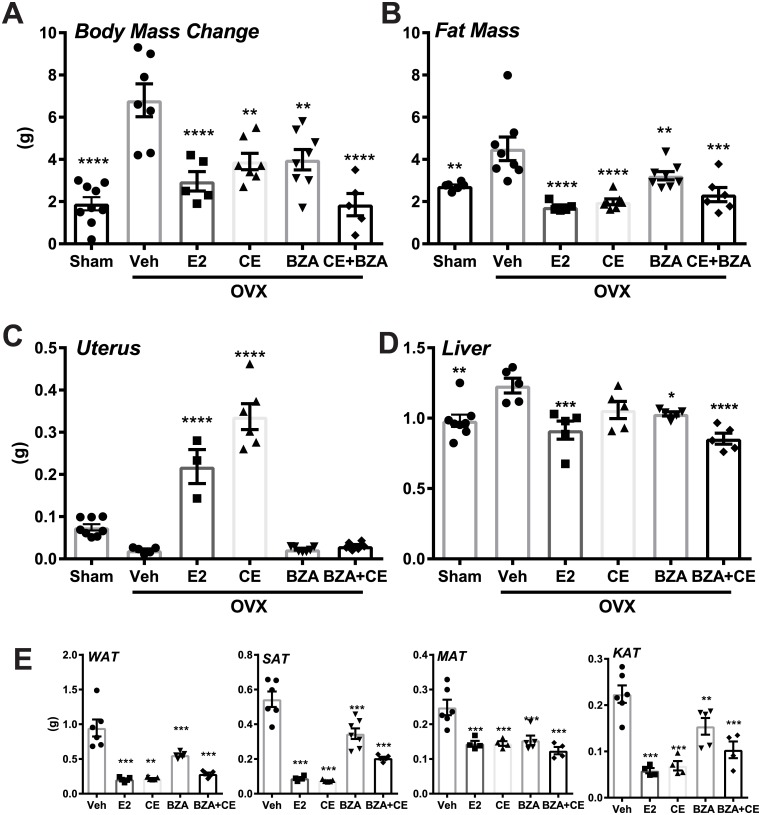
CE+BZA combination decreases ovariectomy-associated weight gain and lipid deposition without stimulating reproductive tissue. (A) Total body weight change was measured at the end of six weeks of various estrogen treatments. (B) Fat mass was measured using EchoMRI at the end of four weeks of various estrogen treatments. (C) Uterus and (D) liver were harvested at the end of six weeks and weighed. (E) WAT, SAT, MAT, and KAT were harvested and weighed. All data were normally distributed. Statistical significance was established at α = 0.05. Pairwise t tests with a Bonferroni correction were used to identify treatments that were significantly different from Veh (*P < 0.05, **P < 0.01, ***P <0.001, ****P<0.0001).

### Food intake and body composition

Food intake and body weight were measured weekly for six weeks. MRIs were performed before treatment, and then at four weeks after treatment using an EchoMRI machine, which measures the whole body, lean, and water mass. After six weeks of treatment, mice were euthanized and organs were harvested. Perigonadal white adipose tissue (WAT), mesenteric adipose tissue (MAT), perirenal/kidney adipose tissue (KAT), subcutaneous adipose tissue (SAT), liver, and uterus were weighed.

### Liver histology

Liver tissue sections were embedded in Tissue-Tek O.C.T. compound and frozen. Sections were fixed in 10% NBF then stained with hematoxylin and eosin (H&E) or Oil Red O. Images were quantified using Fiji software. Five liver sections from each group at 2 fields per section were analysed to quantify lipid droplet size and number.

### Real-time RT-qPCR

Liver tissue from each animal (8 animals/treatment group) was homogenized in 1 mL of TRIzol reagent, and total RNA was isolated. RNA was transcribed into cDNA using M-MuLV Reverse Transcriptase (BioLabs). Fast Start Universal SYBR Green reagent (Roche) and an Applied Biosystem Step One Plus qPCR system were used for the RT-qPCR reaction. Results were normalized to Rplp0 as the internal reference gene, and the relative difference in gene expression from the vehicle was calculated using the ΔΔCt method. PCR primer sequences were obtained from PrimerBank (https://pga.mgh.harvard.edu/primerbank/)

### RNA-seq and transcriptional profiling

Three liver RNA samples from each treatment group were selected. RNA was cleaned using an RNAeasy kit (Qiagen). Concentrated RNA was submitted to the DNA Sequencing Group at the Roy J. Carver Biotechnology Center at UIUC. cDNA libraries were prepared with the mRNA TruSeq Kit (Illumina Inc.). Double stranded cDNA was generated from fragmented RNA and adapters were ligated to the ends. Casava 1.8.2. was used to base call and demultiplex samples. FASTQ files were trimmed using FASTQ Trimmer (version 1.0.0). TopHat (version 0.5) was used to map single-end RNA-seq reads to *Mus musculus* reference genome. Gene expression values quantified from BAM files were calculated using StrandNGS (version 3.1) Quantification tool. Partial reads were considered and the option of detecting novel genes and exons was selected. Default parameters for finding novel exons and genes were specified. DESeq normalization algorithm using default values was chosen. Differentially expressed genes were then determined by fold-change and p-value with Benjamini and Hochberg multiple test correction for each gene for each treatment relative to the vehicle control. We considered genes with fold-change >2 and FDR (or q) < 0.05 as significantly and differentially expressed. PCA analysis was performed using StrandNGS.

### Metabolic profiling

500 ul of whole blood was extracted from abdominal aorta at the time of tissue harvest. Ten μl of 0.5 M EDTA was added to blood samples and samples were centrifuged for 10 minutes at room temperature at 1,000 x g. Supernatant was removed and stored at -80°C. Plasma samples from each animal were submitted to the Metabolomics Center in the Roy J Carver Biotechnology Center (CBC) at UIUC. GC/MS whole metabolite profiling was performed to detect and quantify the metabolites by using Gas chromatography-mass spectrometry (GC/MS) analysis. Metabolites were extracted from 50 μl of plasma according to Agilent Inc. application notes. Hentriacontanoic acid was added to each sample as the internal standard prior to derivatization. Metabolite profiles were acquired using an Agilent GC-MS system (Agilent 7890 gas chromatograph, an Agilent 5975 MSD, and an HP 7683B autosampler). The spectra of all chromatogram peaks were evaluated using the AMDIS 2.71 and a custom-built database with 460 unique metabolites. All known artificial peaks were identified and removed prior data mining. To allow comparison between samples, all data were normalized to the internal standard in each chromatogram. Metabolomic data was integrated with gene expression data and analysed by Pathway Analysis modules in Cytoscape using the ClueGo application and Metaboanalyst.

### Statistical analyses

Data from gene expression, metabolomics and animal metabolism studies were analysed using either a one-way analysis of variance (ANOVA) model to compare different ligand effects, a two-way-ANOVA model to compare time-dependent changes. All data was tested for normal distribution using pairwise t tests with a Bonferroni correction. All data was normally distributed unless otherwise noted. Normally distributed data was analysed using pairwise t tests with a Bonferroni correction to identify treatments that were significantly different from each other (*P < 0.05, **P < 0.01, ***P <0.001, ****P <0.0001). For every main effect that was statistically significant at α = 0.05, pairwise t-tests were conducted to determine which ligand treatment levels were significantly different from each other. For these t-tests, the Bonferroni correction was employed to control experiment wise type I error rate at α = 0.05 followed by Bonferroni post hoc test. Data that were not normally distributed were analyzed using Mann Whitney test for nonparametric data (*P < 0.05, **P < 0.01, ***P <0.001, ****P <0.0001). Statistical significance was calculated using GraphPad Prism for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com).

### Availability of data and materials

Gene expression data is available at GEO database under the accession number GSE92968.

## Results

### CE+BZA is very effective in decreasing ovariectomy-associated weight gain and lipid deposition without stimulating reproductive tissue

To characterize the liver specific effects of various estrogens, ovariectomized female mice on HFD were treated with vehicle, CE, BZA or CE+BZA in combination for 6 weeks. Sham operated (Sham) or E2 treatment groups were included as controls. Ovariectomy increased body weight **(**Fig 1A**)**, fat mass **(**Fig 1B**)** and liver weight **(**Fig 1D**)**, while uterus weight decreased **(**Fig 1C**)**. Various estrogen supplementations effectively reduced body weight, fat mass, liver, and various adipose depot weights, including WAT, SAT, MAT and KAT **(**Fig 1E**)**. Uterus weight is only increased by E2 and CE treatments. Total body weight of ovariectomized mice that were fed a high fat diet was significantly decreased in E2, CE only, BZA only and CE+BZA groups compared to the animals in Veh group. These data suggest that CE+BZA treatment prevents low-estrogen and high-fat diet induced weight gain and lipid deposition without stimulating the uterus.

Since a statistically significant decrease in liver weight was prominent in the presence of estrogens, H&E and Oil Red O staining was performed on liver tissue to assess hepatic lipid accumulation **(**Fig 2A**)**. All treatments decreased the hepatic lipid accumulation and reduced the lipid droplet size **(**Fig 2A**)**. Quantification of the lipid droplet size and number revealed that CE+BZA was very effective in preventing steatosis in ovariectomized animals that were fed a high fat diet **(**Fig 2B and 2C**)**. We calculated Pearson correlation coefficients for lipid droplet size, body weight change, liver weight and lipid droplet number. This analysis showed that lipid droplet number was significantly correlated with the body weight change and liver weight. Additionally, lipid droplet number and lipid droplet size were slightly correlated (p-value of 0.067). Body weight and liver weight were also significantly correlated **(**Fig 2D and 2E**)**. These results validated that estrogen supplementation reduces liver weight by decreasing lipid accumulation.

**Fig 2:**
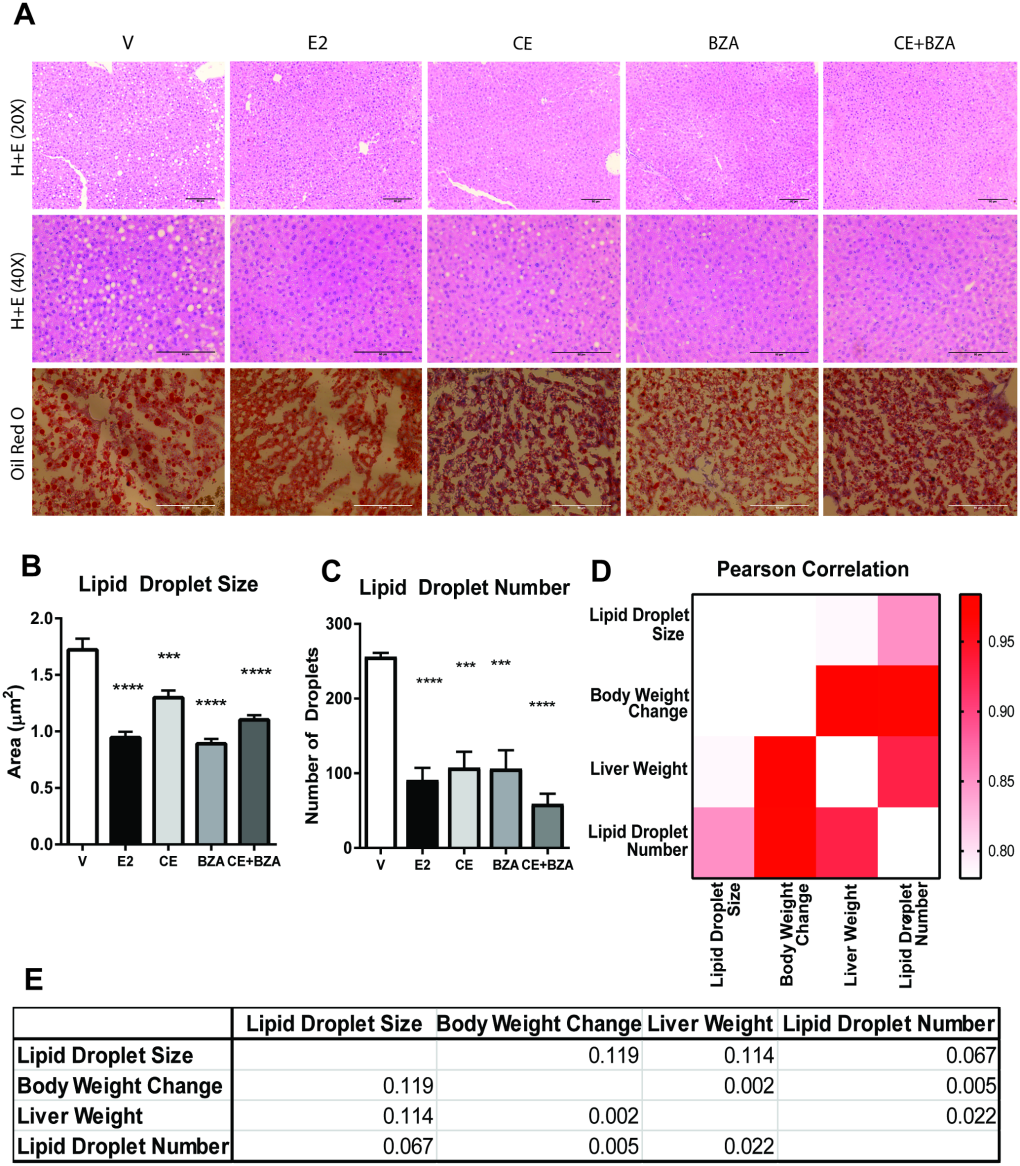
Lipid accumulation is decreased in mouse liver tissue after CE+BZA treatment. (A) H+E and Oil Red O staining of liver tissue from ovariectomized animals treated with various estrogens. Quantification of lipid droplet size (B) and number (C) by Fiji software. (D) Pearson correlations for lipid droplet size, body weight change, liver weight, and lipid droplet number were calculated. Statistical significance was established at α = 0.05. Pairwise t tests with a Bonferroni correction were used to identify treatments that were significantly different from Veh (***P <0.001, ****P<0.0001).

### CE+BZA treatment regulates common and unique groups of genes in mice liver

Since we observed a significant impact of estrogen supplementation on liver weight and liver lipid deposition, next we assessed transcriptional changes induced by various estrogens in liver. 

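Liver RNA was sequenced from 3 ovariectomized female mice in each of 5 groups, 15 mice in all, which were on a high-fat diet and had been treated for 6 weeks. The groups were given vehicle (Veh), estradiol (E2, 5 μg per kg per day), conjugated estrogens (CE, 2.5 mg per kg per day), bazedoxifene (BZA, 3 mg per kg per day) or CE and BZA together (CE+BZA). These doses are those in the paper's list of groups. The paper also states that E2 was given as slow-release pellets, and does not relate their content to the daily dose. The authors mapped single-end reads with TopHat, quantified them per gene with StrandNGS and normalized them with the DESeq algorithm. The deposited table gives a log2 value for every mouse and gene, relative to the median of that gene over the 15 mice. It lists 2545 genes, and all 2545 had a mean difference from Veh above 1 on the log2 scale, in either direction, in at least 1 treatment. The table is therefore a selection of genes by fold change and not a whole transcriptome. In 1045 of the genes (41.1%), at least 2 mice were at the lowest value of that gene, a floor set by the authors' processing. The spacing of the low values put 1 read at 0.839 to 1.14 normalized counts in different mice, a ratio of 1.36 between the highest and the lowest. Between 52.5 and 73.9% of the low values of a mouse lay within 0.02 reads of a whole multiple, too few to recover the reads. The total number of reads per mouse is not given in the table. The read numbers that follow are estimates from the spacing of the low values. Among the genes with at least 2 mice at the floor, the highest value in any mouse had a median of about 7.98 reads. By the same estimate, 672 of these genes had under 10 reads in every mouse. Each treatment was compared with Veh in a limma model fitted to all 15 mice, with Benjamini-Hochberg adjustment over the 2545 genes (FDR). Genes with a fold change above 2 and an FDR under 0.05, the cutoffs in the paper's methods, were counted as up- or down-regulated. The 2545 genes had been selected by fold change against Veh in the same mice. The FDR here is therefore not that of a whole transcriptome, and its stated level is not assured.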

RNA was extracted from mouse liver and RNA-seq was performed. Overall, treatments with various estrogens resulted in similar number of up- or down-regulated genes. 

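At a fold change above 2 and an FDR under 0.05 by limma, 5 genes differed between E2 and Veh (2 up-regulated and 3 down-regulated) and 4 between CE and Veh (1 up-regulated and 3 down-regulated). No gene differed between BZA and Veh (0 of 2545), and 3 differed between CE+BZA and Veh (2 up-regulated and 1 down-regulated). With the same fold change and an unadjusted p under 0.05, as in the legend of Fig 3A, E2 had 166 up-regulated and 219 down-regulated genes. CE had 258 and 215 genes, BZA 227 and 190, and CE+BZA 294 and 243. The alternative that moved these numbers most was a fold change above 2 with no test, which was chosen after the data were seen. It gave 371 up-regulated and 498 down-regulated genes in E2, 575 and 432 in CE, 567 and 457 in BZA and 626 and 487 in CE+BZA. At an unadjusted p under 0.05, the share of up-regulated genes depended on the scaling. With quantile normalization added, it went from 43.1 to 48.6% in E2, from 54.5 to 45.9% in CE, from 54.4 to 42.0% in BZA and from 54.7 to 43.7% in CE+BZA. In E2, Cyp3a44 rose from −1.20 ± 1.04 in Veh to 3.70 ± 0.95 (SD, n = 3 mice in each group), a log2 fold change of 4.90 (SE 0.65, FDR 0.00231 by limma). Cyp3a44 belongs to a cluster of near-identical genes between which the authors' counting may have split reads, so its value is uncertain. Gsta1, which also has close paralogs, was down-regulated in E2 with a log2 fold change of −3.08 (SE 0.49, FDR 0.00754 by limma). In CE, Gsta1 had a log2 fold change of −2.56 with the same standard error (FDR 0.0462 by limma). Stk32c was down-regulated in E2 with a log2 fold change of −2.74 (FDR 0.0388 by limma), and 2 of the 15 mice were at its lowest value. A1bg and Cfd were the other genes that passed in E2. In CE, Enho rose from −2.27 ± 0.77 in Veh to 1.498 ± 0.55 (SD, n = 3), a log2 fold change of 3.77 (SE 0.58, FDR 0.0140 by limma). Pla2g4f fell from 2.38 ± 0.84 in Veh to −0.64 ± 0.57 (SD, n = 3) in CE, and all 3 CE+BZA mice were at its lowest value of −1.17. Its log2 fold change was −3.03 in CE (FDR 0.0352 by limma) and −3.55 in CE+BZA (FDR 0.0121 by limma), and the second value is a lower bound on the size of the decrease. Mogat1 had a log2 fold change of −2.76 in CE (SE 0.50, FDR 0.0352 by limma). In CE+BZA, Bmp7 and AA986860 had log2 fold changes of 2.96 (SE 0.55) and 2.84 (SE 0.53), each with an FDR of 0.0451 by limma. The genes with the smallest p in BZA did not pass. Tmem200b, AA986860 and Bmp7 had log2 fold changes of 2.70, 2.29 and 2.29 there. The down-regulated ones were Gm11175, Pla2g4f and Lrrc19, with log2 fold changes of −6.38, −2.77 and −2.89. Their FDR lay between 0.102 and 0.181 by limma, and all 3 BZA mice were at the lowest value of Gm11175, which is annotated as an antisense gene.

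**Figure D1:**
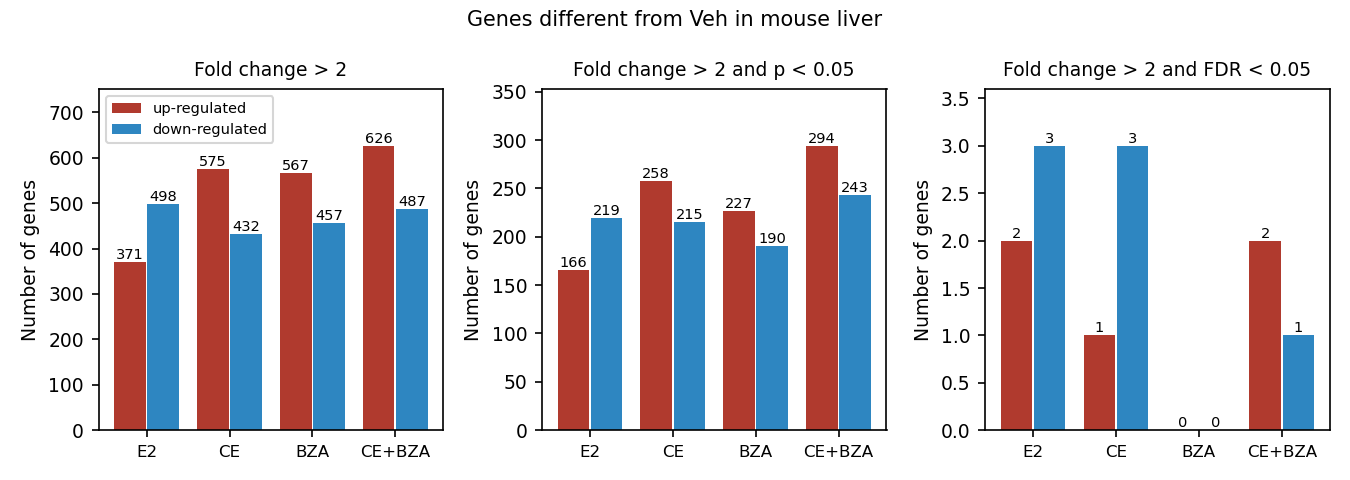
Number of up-regulated and down-regulated genes in each treatment compared with Veh (3 mice per group), at a fold change above 2 with no test, with an unadjusted p under 0.05 and with an FDR under 0.05 by limma. The vertical axes differ between panels, and E2 has 371, 166 and 2 up-regulated genes in them.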

CE+BZA up-regulates and down-regulates common as well as distinct groups of genes compared to E2, CE, and BZA **(**Fig 3A and 3D**)**. 

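At an FDR under 0.05 by limma, the 5 up-regulated genes each passed in 1 treatment only, 2 of them in CE+BZA. Among the down-regulated genes, Gsta1 passed in both E2 and CE, and Pla2g4f in both CE and CE+BZA, while 3 others passed in 1 treatment only. At an unadjusted p under 0.05, 507 genes were up-regulated in 1 treatment only and 182 in 2 or more, 17 of them in all 4. The corresponding numbers of down-regulated genes were 385, 195 and 20. Of the genes that passed in 1 treatment only, 171 up-regulated and 117 down-regulated genes were those of CE+BZA. With the fold change alone, 918 genes were up-regulated in 1 treatment only and 495 in 2 or more, 48 of them in all 4. There were 710, 465 and 51 such down-regulated genes. The genes of CE+BZA only then numbered 282 up-regulated and 198 down-regulated. The 4 lists share the same 3 Veh mice, so a deviation of these mice enters every list. A gene that passed in 1 treatment and not in another was not thereby shown to differ between the 2 treatments, which was tested directly for CE+BZA.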

Hierarchical clustering **(**Fig 3A**)**, PCA analysis **(**Fig 3B**)** and Venn diagram analysis **(**Fig 3C**)** of differentially expressed genes in the presence of various estrogens compared to Veh treated animals showed that the CE+BZA treatment resulted in the most similar mode of gene regulation with BZA. 

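The distance between mice was the root mean square of their log2 differences over the 2545 genes, averaged over pairs of mice. CE+BZA mice lay 1.36 from E2 mice, 1.38 from BZA mice, 1.41 from CE mice and 1.42 from Veh mice. Mice of the same group lay 1.17 apart in CE+BZA, 1.19 in E2, 1.30 in CE, 1.48 in BZA and 1.14 in Veh. The distance to CE exceeded that to BZA by 0.03 (exact permutation test of the labels of the 6 mice, two-sided, p = 0.7), and the distance to E2 minus that to BZA was −0.02 (same exact permutation test, p = 0.7). The smallest p this design allows is 0.1. With 1 minus the Pearson correlation in place of the distance, CE+BZA was nearer to BZA than to CE by 0.15 and than to E2 by 0.14, both with that smallest p in the exact permutation test. By this measure the nearest neighbor of each of the 3 CE+BZA mice outside the group was a BZA mouse. By the distance it was an E2, a BZA and a CE mouse. Across genes, the log2 fold changes of CE+BZA had a Pearson correlation of 0.68 with those of BZA, 0.57 with CE and 0.56 with E2. Their root mean square difference was 0.85 from BZA, 0.97 from CE and 0.96 from E2. Genes are not independent replicates, and these fold changes share the Veh mice. At an unadjusted p under 0.05, CE+BZA shared 91 up-regulated and 73 down-regulated genes with BZA. The numbers were 56 and 71 with CE and 46 and 60 with E2. In direct comparisons by limma, no gene passed between CE+BZA and BZA (0 at an FDR under 0.05, 223 at an unadjusted p under 0.05). Between CE+BZA and CE, 1 gene passed (367 at an unadjusted p under 0.05), and between CE+BZA and E2, 4 passed (335). These 5 genes were named after their values were seen. Gm9847, a processed pseudogene whose reads can belong to its parent gene, had a log2 fold change of −3.28 against CE (FDR 0.0499 by limma). Against E2, A1bg (−5.92, FDR 5.6e-05), Cyp3a44 (−4.40, FDR 0.00463) and its near-identical paralog Cyp3a41a (−3.08, FDR 0.0487) were lower by limma. The antisense gene Gm15622 was higher (log2 fold change 4.09, FDR 0.0363 by limma). In a principal component analysis of all 2545 genes, the first 3 components held 16.6, 12.2 and 10.0% of the variance. The CE+BZA mice scored −27.3 to −4.38 on component 1 and the BZA mice −30.5 to −8.54, while the E2 mice scored 8.54 to 12.5. CE mice ranged from −21.6 to 16.2. On component 2, CE+BZA scored 5.12 to 10.9, BZA −7.17 to 24.2, CE −26.9 to −21.2 and E2 −20.0 to −9.21. From the clustering, the principal components and the Venn diagrams together, the paper concludes that the mode of gene regulation by CE+BZA was most similar to that of BZA.

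**Figure D2:**
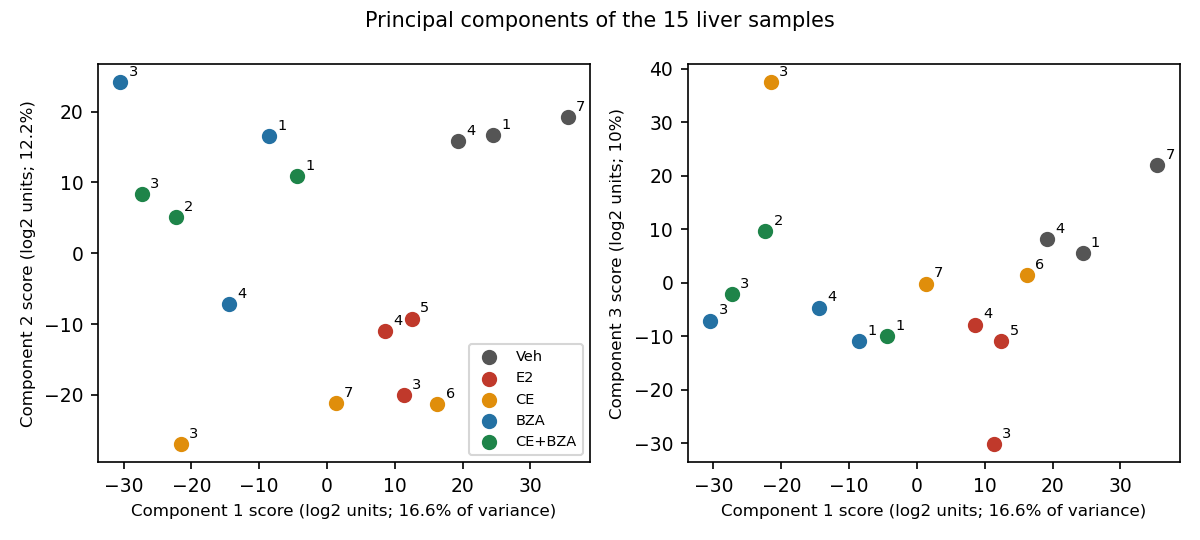
Scores of the 15 liver samples on principal components 1 and 2 (left) and 1 and 3 (right) of the log2 values, in log2 units, with each mouse as a point marked with its number. The CE+BZA and BZA mice have scores under 0 on component 1, as does CE mouse 3.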

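The RNA-seq values of A1bg, Cfd and Pparg are given here. No qPCR values are given here, and Slco1a1 was not analysed here. In the GRCm38 annotation, matched by gene symbol, A1bg lies on chromosome 15 from 60896859 to 60923012, Cfd on chromosome 10 from 79890853 to 79892655 and Pparg on chromosome 6 from 115360951 to 115490399. The paper's text does not name the genome build that the reads were mapped to, and none of the values depends on these positions. On the log2 scale of the table, A1bg was 0.72 ± 0.77 in Veh (SD, n = 3 mice in this and every other group) and 4.51 ± 0.45 in E2, a log2 fold change of 3.79 (SE 0.60, FDR 0.00754 by limma). It was −1.52 ± 0.50 in BZA and −1.41 ± 0.99 in CE+BZA, below all 3 Veh mice in each of these mice, with log2 fold changes of −2.24 (FDR 0.182 by limma) and −2.13 (FDR 0.119 by limma). In CE, A1bg differed from Veh by 0.04 on the log2 scale, and the sign of this difference changed when each mouse was centred on its median. Cfd fell from 4.20 ± 0.92 in Veh to −1.43 ± 0.57 in E2, a log2 fold change of −5.62 (SE 1.08, FDR 0.0388 by limma). In CE it was −0.97 ± 1.82, a log2 fold change of −5.16 (FDR 0.0645 by limma), and in CE+BZA −0.09 ± 0.25, a log2 fold change of −4.28 (FDR 0.107 by limma). In BZA, Cfd was 1.42 ± 2.84, and BZA mouse 3, at 4.59, lay within the range of the Veh mice. Cfd is also an adipocyte gene, and other adipocyte genes were high in this mouse. Pparg was 0.85 ± 0.29 in Veh and below all 3 Veh mice in every treated mouse. Its log2 fold change was −1.30 in E2, −0.80 in CE, −0.99 in BZA and −1.03 in CE+BZA (SE 0.44 each), with an FDR by limma of 0.224 to 0.305. Adjusted over the analysed genes of the paper's qPCR alone, the values in CE+BZA were 0.00495 for A1bg, 0.00403 for Cfd and 0.0315 for Pparg by limma. The paper had selected these genes from the same data.

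**Figure D3:**
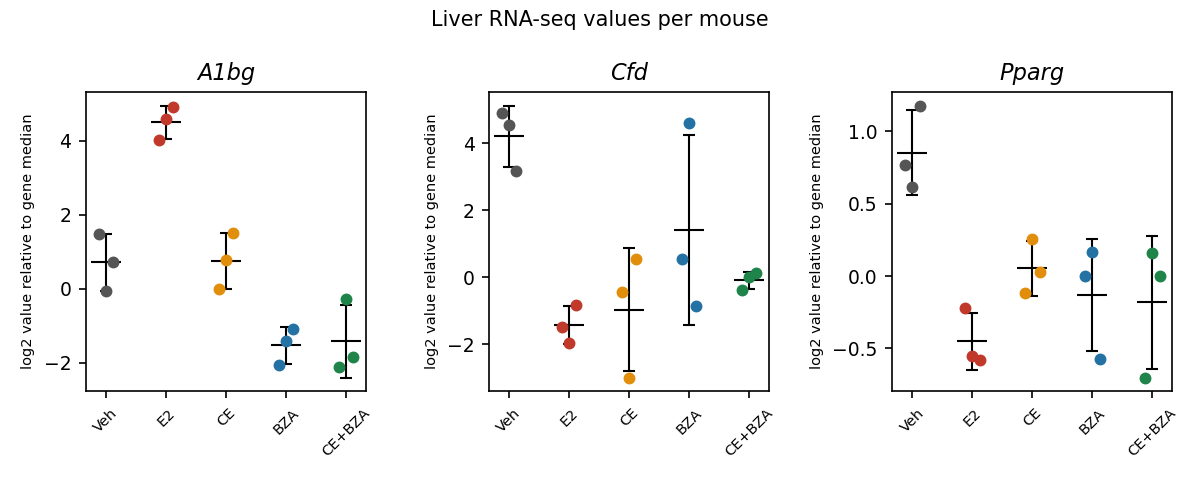
log2 values of A1bg, Cfd and Pparg in each mouse, relative to the median of the gene over the 15 mice. Points are mice and bars are the mean and SD of the 3 mice of a group, and the 3 E2 mice lie at 4.03 to 4.91 for A1bg.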

Next, we validated several of the genes that we identified from this analysis, including Fmo3 (Flavin Containing Monooxygenase 3), Slco1a1 (solute carrier organic anion transporter family, member 1a1), A1bg (alpha-1-B glycoprotein), Cfd (Complement factor D) and Pparɣ (peroxisome proliferator activated receptor gamma) **(**Fig 3D**)**. 

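Additivity was examined on the log2 scale, where it means that the log2 fold change of CE+BZA equals the sum of those of CE and BZA. By limma, 3 of the 2545 genes deviated from this sum at an FDR under 0.05, and 312 at an unadjusted p under 0.05 and a deviation above 1. Heatr8 lay above the sum by 4.63 (SE 0.71, FDR 0.0155 by limma). Trim10 deviated by −5.18 (SE 0.92, FDR 0.0307 by limma) and Enho, which was named after its values were seen, by −4.54 (SE 0.82, same FDR). In Heatr8, 3 of the 15 mice were at the lowest value of the gene. In Trim10 6 were, which are all 3 Veh and all 3 CE+BZA mice. A change of Trim10 between CE+BZA and Veh could therefore not be measured, and these groups add no spread to its SE. A1bg deviated by 0.07 (SE 0.85). For Cfd the sum was −7.95 and CE+BZA lay 3.66 (SE 1.52) above it (FDR 0.381 by limma), and for Pparg the deviation was 0.75 (SE 0.62, FDR 0.576 by limma). In all, 175 genes were up-regulated more than 2-fold in both CE and BZA. Their median log2 fold change was 1.502 in CE, 1.48 in BZA and 1.19 in CE+BZA, and their median sum was 3.08. In all 175 the value in CE+BZA was smaller than the sum, and in 41 it was larger than in CE and BZA each. For the 147 genes down-regulated more than 2-fold in both, the medians were −1.38, −1.35 and −1.08, and the median sum was −2.83. In 145 of the 147 the value in CE+BZA was less negative than the sum, and in 36 the decrease was larger than in each. Values cannot fall below the floor, so in genes near it CE+BZA may be unable to reach the sum. How many of the 147 are so limited was not counted. In 13 of the up-regulated and 12 of the down-regulated genes, the log2 fold change of CE+BZA had the opposite sign. These genes were selected for large changes in CE and BZA, and the sum takes the difference from the same Veh mice for CE and for BZA.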

Compared to individual treatments, CE or BZA, CE+BZA combination did not provide additional fold change suggesting that the effect of the combination is additive rather than synergistic.

**Fig 3:**
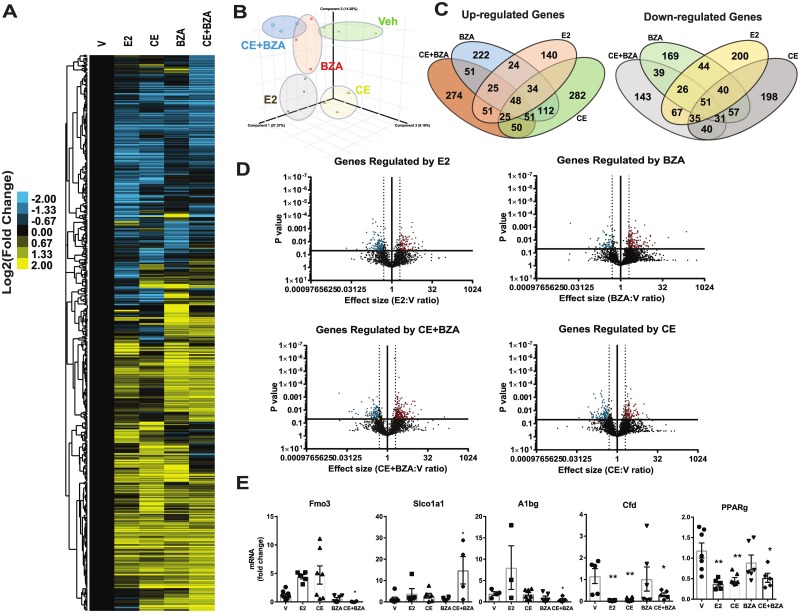
CE+BZA treatment regulates common and unique groups of genes in mice liver. Mice were treated with vehicle E2, CE only, BZA only, or CE+BZA for 6 weeks. (A) Heat map of relative fold change of genes from hepatic RNA-Seq analysis using genes that were significantly different then Veh group with P < 0.05 and expression fold change >2 (n = 3 biological replicates). Genes were clustered using Cluster 3 and visualized using Treeview Java (B) PCA analysis of differentially regulated genes from different treatment groups. (C) Venn diagram analysis of gene lists that are differentially regulated in various estrogen treatment groups compared to Veh group. (D) Volcano plots of gene expression data to show genes significantly affected by various estrogen treatments relative to Veh treatment. Statistical significance was determined at α = 0.05 and greater than a 2-fold change. Significantly downregulated genes are highlighted in blue and upregulated genes are highlighted in red. (E) qPCR validation of RNA-seq results. Statistical significance was established at α = 0.05. Results were analysed using unpaired t- tests (*P < 0.05, **P < 0.01).

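Gene networks were examined through the genes labelled in the heat maps of Fig 4, read by eye from the figure. The deposited table held 10 of the 68 genes of fatty acid metabolism, 3 of the 11 of nuclear receptors in lipid metabolism and toxicity, and 0 of the 16 of fatty acid beta-oxidation. It held 3 of the 16 genes of negative regulation of inflammatory response, 6 of the 25 of NF-kappa B signaling, 2 of the 18 of the reactive oxygen species pathway and 10 of the 35 of coagulation. The coverage was thus at most 28.6%, and the values describe these genes and not the whole pathways. The enrichment analyses themselves were not repeated, since the table is not a ranked list of all genes. The score of a mouse was the mean over the genes of a set of its log2 value minus the mean of the Veh mice. Scores of the 12 treated mice were compared with those of the 3 Veh mice by exact permutation tests over all splits, with Benjamini-Hochberg adjustment over the 6 sets. In comparisons of a single treatment with Veh, 3 mice against 3, the smallest two-sided p is 0.1. The genes had been chosen by the paper from the same data, and the table holds only genes with a large change, so the tests do not stand apart from that choice.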

Next, we used Cytoscape/ClueGO and GSEA analysis to identify gene networks that are associated with particular biological functions **(**Fig 4 and S2 Fig**)**. 

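The score of fatty acid metabolism was −1.31 ± 0.32 (SD, n = 12) in the treated mice and 0 ± 0.24 (SD, n = 3) in Veh (exact permutation test, two-sided, p = 0.0044, the smallest it can give, adjusted p = 0.00659). By treatment it was −1.09 ± 0.12 in E2, −1.46 ± 0.42 in CE, −1.09 ± 0.23 in BZA and −1.60 ± 0.19 in CE+BZA (SD, n = 3 each). Hao2 had the largest mean log2 fold change over the 4 treatments, −3.32, and Il4i1 the smallest, −0.68. All 10 genes were lower in each of the 4 treatments. The score of the nuclear receptor set was −0.67 ± 0.28 (SD, n = 12) in the treated mice and 0 ± 0.45 (SD, n = 3) in Veh (exact permutation test, two-sided, p = 0.022, adjusted p = 0.022). It was −0.60 ± 0.21 in E2, −0.68 ± 0.27 in CE, −0.55 ± 0.48 in BZA and −0.87 ± 0.08 in CE+BZA (SD, n = 3 each). Within the set, the mean log2 fold change was −1.03 for Pparg, −0.57 for Abcd2 and −0.42 for Cyp7a1. Of the fits that each left out 1 mouse, the one without Veh mouse 4 moved the nuclear receptor score most, to −0.92. Without Veh mouse 7 it was −0.47 (exact permutation test, two-sided, p = 0.11), and without Veh mouse 1 it did not pass either.

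**Figure D4:**
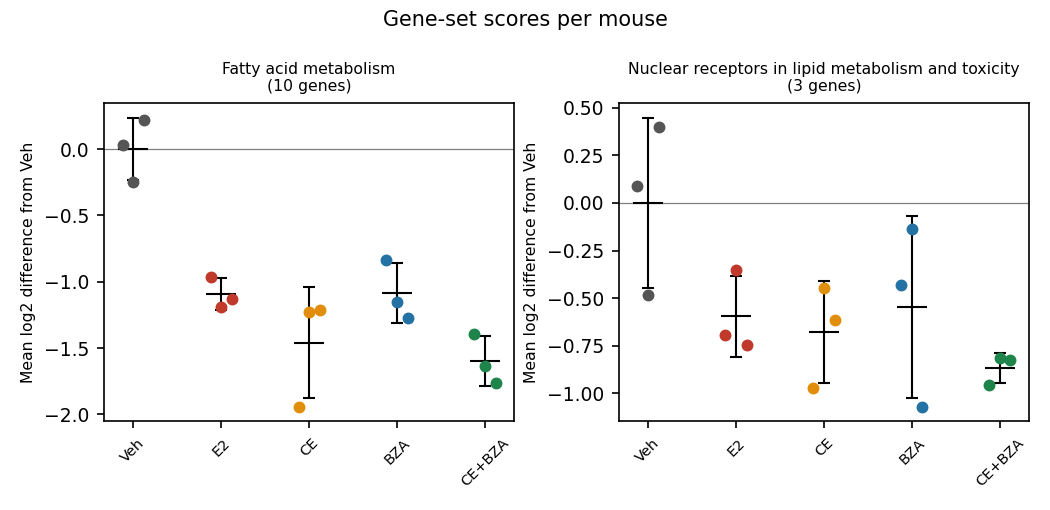
Scores of fatty acid metabolism (10 genes) and nuclear receptors in lipid metabolism and toxicity (3 genes) in each mouse, as the mean log2 difference from Veh. Points are mice and bars are the mean and SD of 3 mice, and the means of fatty acid metabolism are −1.09, −1.46, −1.09 and −1.60 in E2, CE, BZA and CE+BZA.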

Consistent with the liver phenotype that we observed in Fig 2, all estrogen treatments resulted in a decrease in pathways related to fatty acid metabolism and lipid deposition **(**Fig 4A and S2 Fig**)**. Of note, there was also a decrease in fatty acid oxidation pathways **(**Fig 4A**, right lower panel)** suggesting that estrogen supplementation decreased the levels of available building blocks for lipid deposition without increasing the metabolism of the available lipids. In addition, our analysis identified an increase in pathways relevant to negative regulation of inflammatory response and reactive oxygen species pathways **(**Fig 4B**)**. 

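The score of negative regulation of inflammatory response was 0.80 ± 0.28 (SD, n = 12) in the treated mice and 0 ± 0.31 (SD, n = 3) in Veh (exact permutation test, two-sided, p = 0.0044, adjusted p = 0.00659). Its 3 genes in the table were Ptgis, Ada and Zfp36, with mean log2 fold changes over the 4 treatments of 1.14, 0.67 and 0.60. The score of NF-kappa B signaling, which Fig 4B also shows, was 0.78 ± 0.30 (SD, n = 12) in the treated mice and 0 ± 0.36 (SD, n = 3) in Veh (exact permutation test, two-sided, p = 0.00879, adjusted p = 0.0105). Il1r1 had the largest mean log2 fold change in that set, 0.97. The score of the reactive oxygen species pathway was 0.83 ± 0.39 (SD, n = 12) in the treated mice and 0 ± 0.30 (SD, n = 3) in Veh (exact permutation test, two-sided, p = 0.0044, adjusted p = 0.00659). It rests on 2 genes, Junb at 1.07 and Gpx3 at 0.60. In each of the 4 treatments, all the genes of the 3 sets were higher than in Veh.

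**Figure D5:**
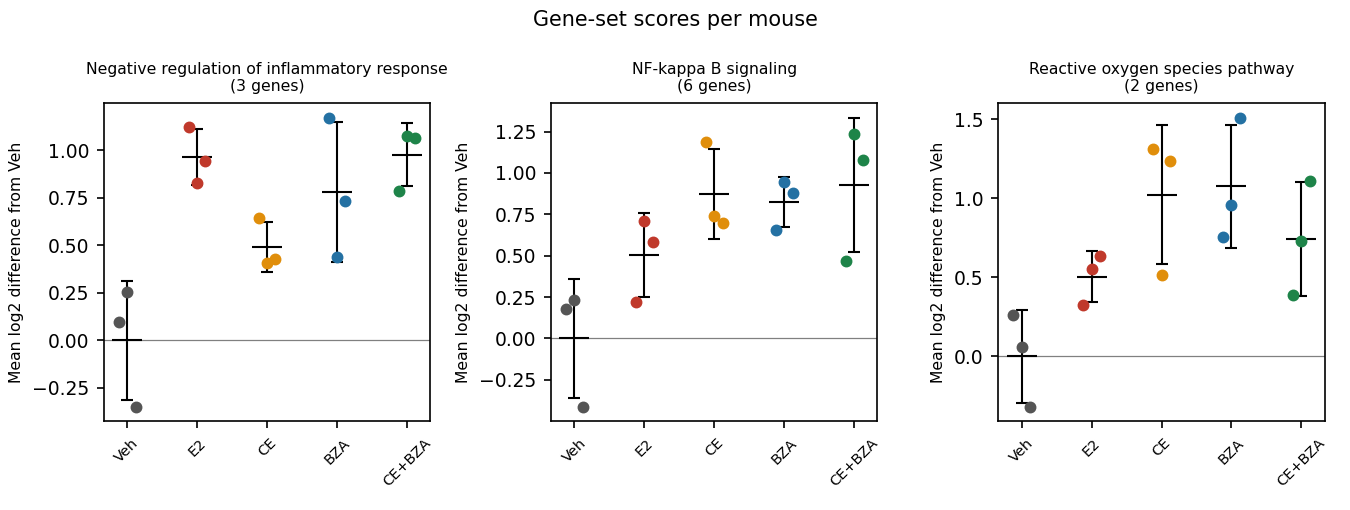
Scores of negative regulation of inflammatory response (3 genes), NF-kappa B signaling (6 genes) and the reactive oxygen species pathway (2 genes) in each mouse, as the mean log2 difference from Veh. Points are mice and bars are the mean and SD of 3 mice, and the CE+BZA means are 0.97, 0.93 and 0.74.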

The magnitude of regulation of genes related to these groups were higher in the CE+BZA group. 

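In CE+BZA the score of negative regulation of inflammatory response was 0.97 ± 0.17 (SD, n = 3), and in the 9 mice on E2, CE or BZA it was 0.75 ± 0.29 (SD, n = 9). The difference of 0.23 was within the spread of the mice (exact permutation test over 220 splits, two-sided, p = 0.255, adjusted p = 0.473). By treatment the score was 0.96 ± 0.15 in E2, 0.49 ± 0.13 in CE and 0.78 ± 0.37 in BZA (SD, n = 3 each). The score of NF-kappa B signaling was 0.93 ± 0.41 in CE+BZA and 0.74 ± 0.27 in the other 9 mice, a difference of 0.19 (exact permutation test, two-sided, p = 0.355, adjusted p = 0.473). It was 0.51 ± 0.25 in E2, 0.88 ± 0.27 in CE and 0.83 ± 0.15 in BZA. The score of the reactive oxygen species pathway was lower in CE+BZA (0.74 ± 0.36) than in the other mice (0.87 ± 0.41), by a difference of −0.12 (exact permutation test, two-sided, p = 0.655, adjusted p = 0.655). It was 0.50 ± 0.16 in E2, 1.02 ± 0.44 in CE and 1.07 ± 0.39 in BZA. Without CE+BZA mouse 1, that difference was 0.05. The adjustment was over 4 sets, coagulation included.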

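The score of the 10 coagulation genes was 0.94 ± 0.42 (SD, n = 12) in the treated mice and 0 ± 0.20 (SD, n = 3) in Veh (exact permutation test, two-sided, p = 0.0044, the smallest it can give, adjusted p = 0.00659). By treatment it was 0.59 ± 0.18 in E2, 0.89 ± 0.55 in CE, 1.02 ± 0.50 in BZA and 1.27 ± 0.18 in CE+BZA (SD, n = 3 each). C8b had the largest mean log2 fold change over the 4 treatments, 1.28, and Lrp1 the smallest, 0.72. In E2, C8a, which was named after its values were seen, had a log2 fold change of −0.70 and C8b one of 0.0051, while both were above 0.9 in CE, BZA and CE+BZA. The other genes were higher than in Veh in all 4 treatments. CE+BZA exceeded the 9 mice on E2, CE or BZA by 0.43 (exact permutation test, two-sided, p = 0.145, adjusted p = 0.473). Mmp9, a gene of the set that was also named after its values were seen, is expressed by neutrophils, and other neutrophil genes were high in CE mouse 3.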

Of note, in all the groups that received estrogen supplementation, genes associated with coagulation were increased **(**Fig 4B**, right lower panel)**. Overall, our analysis shows that estrogen supplementation counters the effects of ovariectomy and high-fat diets by reducing expression of lipid metabolism genes and increasing the expression of genes that reduce inflammation and reactive oxygen species.

**Fig 4:**
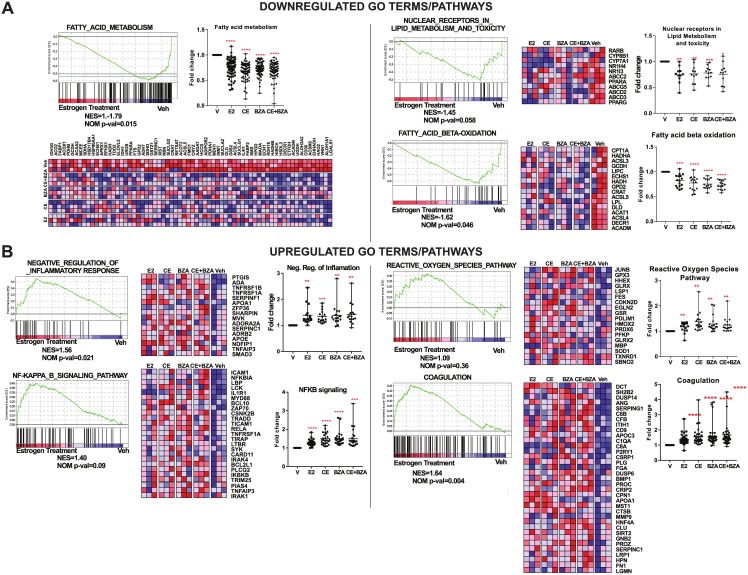
Gene ontology (GO) analysis of gene networks that are differentially regulated by CE+BZA treatment compared to Veh treatment. GSEA software was used to identify gene networks with specific functions. Gene set enrichment graphs for networks relevant to NAFLD biology that are (A) downregulated or (B) upregulated by various estrogen treatments are shown. Heatmap of expression of genes that contribute to enrichment score for each GO term are displayed. Fold change relative to Veh treatment of each gene was graphed (mean and range). All data were normally distributed. Statistical significance was established at α = 0.05. One-way Anova with a Dunn’s correction were used to identify treatments that were significantly different from Veh (*P < 0.05, **P < 0.01, ***P <0.001, ****P<0.0001).

### CE+BZA treatment distinctly alters blood metabolite composition

To understand changes in the composition of blood metabolites induced by various estrogens and validate the functional impact of hepatic gene expression changes, plasma from animals after 6 weeks of treatment with various estrogens were obtained and whole metabolomics analysis was performed **(**Fig 5A and S1 Table**)**. Whole metabolite profiling of plasma was able to segregate different treatment groups **(**Fig 5A and 5B**)**. Next, downregulated and upregulated metabolites were identified. Several of the metabolites were regulated by different estrogen treatments compared to Veh treatment **(**Fig 5C and 5D). To identify metabolites that are relevant to liver health, we correlated plasma metabolite levels with liver weight change. This analysis identified eight metabolites, several of which were shown to be associated with NAFLD, including ketone body 3-hydroxybutanoic acid [21](P = 0.03), 4,7,10,13,16,19-Docosahexaenoic acid[22] (P = 0.02), α-Tocopherol [23] (P = 0.04), threonic acid [24] (P = 0.005) and xanthine [25] (P = 0.02), which were all positively correlated with liver weight. **(**Fig 5E**)**. In summary, our data showed that estrogen supplementation after ovariectomy changes the abundance of metabolites related to NAFLD pathophysiology.

**Fig 5:**
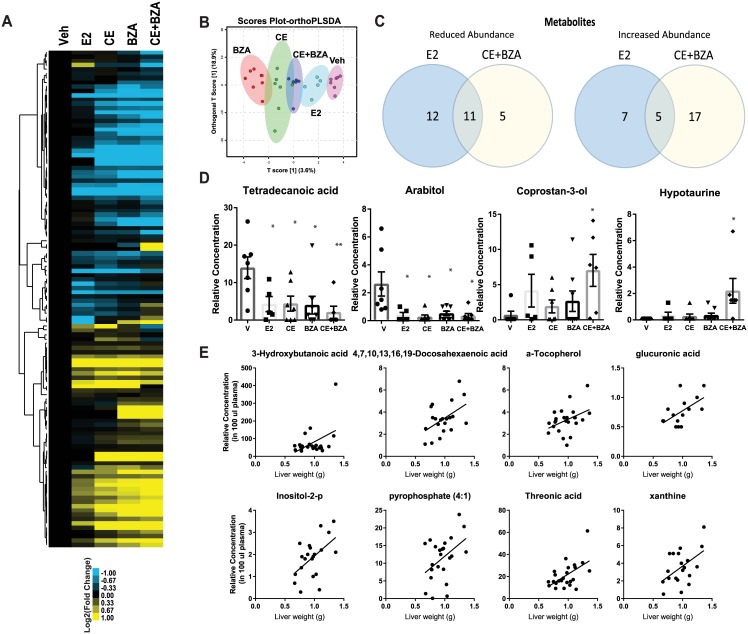
Whole metabolite analysis of plasma from animals that were treated with different ligands. Blood was harvested from mice six weeks after estrogen treatments. Plasma metabolites were identified by the GC-MS analysis. (A) Metabolomic data was clustered and visualized as a heatmap using Java TreeView. (B) ortho PLSDA analysis of the metabolite data using Metaboanalyst software. (C) Venn diagram analysis to identify distinct and common metabolites regulated by CE+BZA and E2 treatments. (D) Examples of metabolites that are regulated by various estrogen treatments. (E) Examples of metabolites that correlate with liver weight.

## Discussion

In the present study, we characterized the effects of estrogen supplementation after ovariectomy on hepatic gene expression and plasma metabolite profiles that are affected by high-fat diet. Gene networks and associated-plasma metabolites were consistent with the overall effects of estrogen treatments in terms of preventing low estrogen and high-fat diet-induced hepatic lipid accumulation.

Major factors that contribute to NAFLD progression are the accumulation of excessive hepatic fat and oxidative stress or inflammation [26–28]. These factors form the basis of the “2-hit hypothesis” and suggest that NAFLD is best treated by targeting both “hits”. Based on our analysis, several genes and metabolites associated with lipid metabolism pathways are downregulated by CE+BZA treatment, validating lower lipid deposition that was observed in the liver. We were able to validate several of the genes including Fmo3, Slco1a1, A1bg, Cfd and Pparɣ. Cfd has been shown the promote adipogenesis, and knockdown of Cfd resulted in inhibited lipid accumulation [29]. Pparɣ is a major regulator of lipogenesis and may also be stimulated by Cfd [29, 30]. In high-fat diet fed mice, Pparɣ expression is increased, leading to liver steatosis [31]. CE+BZA reverses this effect in our studies. Additionally, pathways associated with negative regulation of inflammation and protection against reactive oxygen species are improved with CE+BZA treatment. By modulating pathways associated lipid metabolism and inflammation, CE+BZA targets both “hits” of NAFLD pathogenesis and may effectively prevent symptoms leading to NAFLD and NASH without stimulating the uterus. We also observed that the coagulation related genes were upregulated in all estrogen treatment groups. This might explain the increased risk of thrombosis associated with oral HRT use [32–34]. Thus, our findings validate the beneficial metabolic effects of CE+BZA combination on liver health, yet might indicate a critical need for other delivery routes or novel estrogens that would provide similar profiles without increasing risk of thrombosis.

In our previous studies, we showed that some of the CE+BZA target genes were regulated by estrogen supplementation as early as 24h after treatment.[18, 19] In the current study, we monitored the hepatic transcriptomic changes after chronic estrogen supplementation. These changes are possibly a combination of gene circuits that are directly regulated by ER action, such as lipid metabolism, and other gene networks that are regulated in response to the dysregulated liver physiology, such as oxidative stress associated-pathways. Further studies are required to show the detailed kinetic properties of these gene regulation events. Yet, it is clear that the CE+BZA combination prevents dysregulation of these gene programs and their-associated pathological consequences.

Our metabolomics analysis identified various metabolites that are affected by various estrogen treatments. Several of these metabolites including ketone body 3-hydroxybutanoic acid [21], 4,7,10,13,16,19-Docosahexaenoic acid[22], α-Tocopherol [23], threonic acid [24] and xanthine [25] were previously shown to be associated with NAFLD. The metabolites tetradecanoic acid and coprostan-3-ol are also related to lipid and cholesterol biosynthetic pathways. Tetradecanoic acid/myristic acid is a fatty acid that is elevated in NAFLD [35]. Tetradecanoic acid is significantly decreased with CE+BZA treatment. Coprostan-3-ol is a cholesterol derivative poorly absorbed by the human intestine that is inversely associated with cholesterol levels in the liver [36]. Hypotaurine was significantly increased in CE+BZA treated animals. Hypotaurine supplementation has been shown to decrease oxidative stress and fibrosis [37]. Hypotaurine can also prevent steatohepatitis and hepatic lipid accumulation [37].

Overall, our datashows that estrogen supplementation improves ovariectomy and high-fat diet associated lipid accumulation in liver by decreasing expression of genes that regulate fatty acid metabolism and increasing expression of genes associated with inflammation and reversal of oxidative stress. Functional consequence of these changes are reflected in the plasma level of associated metabolites. When used together with the BZA, CE improves metabolic benefit while not stimulating the reproductive tissues and offer a relatively safer solution for postmenopausal symptoms and metabolic problems associated with estrogen deficiency. Our observations provide novel insights into the mechanism of NAFLD prevention by CE+BZA combination and suggest that further mechanistic and clinical studies are required validate these observations in postmenopausal women.

## Supporting information

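S1 Table holds the plasma metabolites measured by gas chromatography and mass spectrometry. Metabolites were extracted from plasma taken at tissue harvest, and hentriacontanoic acid, a fatty acid, was added to each sample as the internal standard before derivatization. The values are relative concentrations, obtained by dividing each chromatogram by its internal standard, so they compare the same metabolite between mice and not different metabolites with each other. The spectra of the peaks were evaluated against a database of known metabolites. The columns are mice given Veh, E2, CE, BZA or CE+BZA. These values were not analysed here.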

S1 Table Relative abundance of metabolites from plasma of mice treated with various estrogens for six weeks. (XLSX) Click here for additional data file.

S1 Fig Composition of conjugated estrogens (CE). (EPS) Click here for additional data file.

S2 Fig Cytoscape networks of GO terms associated with CE+BZA up- or down-regulated genes. (A) Downregulated and (B) upregulated GO terms are shown in blue or red, respectively.
(EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

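Liver RNA-seq was available for 15 ovariectomized mice on a high-fat diet, 3 each given Veh, E2, CE, BZA or CE+BZA for 6 weeks. The columns of the deposited table were matched to the groups by their names, and 0 columns were left unmatched. No pair of the 105 pairs of mice had identical values (0 pairs). The authors trimmed the reads, mapped them with TopHat to the mouse genome, quantified genes with StrandNGS, partial reads and unannotated genes included, and applied the DESeq normalization. The values that the authors deposited are on a log2 scale and relative to the median of each gene over the 15 mice, which was 0 in all 2545 genes. Low values were raised to a floor before deposition. The filter behind the 2545 genes is not stated in the paper's text, and 1264 of them had an unadjusted p under 0.05 in at least 1 treatment by limma. A name occurred more than once for 6 names. Each value is from a single mouse.

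The log2 values were used as deposited, with no pseudocount and no filter. A linear model with 5 groups was fitted to all 15 mice with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The contrasts were each treatment against Veh, CE+BZA against each other treatment, and CE+BZA plus Veh minus CE minus BZA for additivity. The p-values were adjusted by Benjamini-Hochberg over the 2545 genes, which is not an adjustment over a whole transcriptome. A gene passed at a fold change above 2 (1 on the log2 scale) and an FDR under 0.05, with the FDR alone for additivity. Distances, gene-set scores and exact permutation tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. All permutation tests were two-sided and enumerated every arrangement. Positions and gene types came from the GRCm38 annotation by gene symbol and entered no test.

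The test was tried on simulated data with 200 changed genes among 2545. With a log2 shift of 1 in the CE mice, 0 of the 200 were recovered. With a shift of 2, 87 were recovered with 4 other calls, and with a shift of 3, 165 with 9 other calls. With no shift, 0 genes were called. The simulated values were normal noise with the spread of each gene, without a floor and without selection of genes by fold change. The rates in the real values may therefore differ. The permutation test gave a p under 0.05 in 12 of 200 draws with no shift and in 197 of 200 draws with a shift of 3 SD. The depth in reads per mouse is not in the table. A step of 1 read was estimated at 0.839 to 1.14 normalized counts, and 1045 genes had at least 2 mice at the floor. Values at the floor have no order. A fold change is a lower bound in size where only the lower of the groups compared has mice at the floor.

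Most genes named in the text were chosen by a rule set before the data were examined. They are every gene the paper names from liver RNA, and for each treatment the 3 genes per direction with the largest log2 fold change that passed with all treated mice beyond all Veh mice. Where none passed, the 3 with the smallest p per direction were named. In addition, the genes with the largest and smallest mean change of each gene set and the 2 genes with the smallest p for additivity were named. Some genes that the rule selects are not reported here. Genes outside the rule were named after their values were seen, which are the genes that passed between CE+BZA and CE or E2, Enho for additivity, and Abcd2, Ada, C8a and Mmp9 in the gene sets. Gene sets were the labels of Fig 4 read by eye. Replicate numbers in the sample descriptions recur between groups, which gave the pairing used as a replicate block in an alternative fit, although the animals differ.

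The alternatives set before the data were examined were an unadjusted p, quantile normalization, centring of each mouse on its median, a filter at the lower quartile of mean value, an ordinary linear model without shrinkage, a mean-variance trend, a replicate block, only the 2 groups compared, no fold change threshold, other distance measures and set scores, and leaving out each mouse in turn. A fold change above 2 with no test, leaving out the genes with at least 2 mice at the floor, and other scalings before the principal components were added after the data were seen. The plasma metabolites, weights and histology were not analysed here, nor was the qPCR, apart from the directions of A1bg and Cfd read by eye from Fig 3E, and the beta-oxidation genes of Fig 4A were not analysed because 0 of 16 are in the table.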

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

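The marker lists were written after the patterns had been seen in other genes of the same cell types. The tests below used only genes whose values had not been looked at, and no test was chosen after its own result was seen. The values of the genes that had been seen are also given, but they test nothing, because these genes had drawn attention to the pattern. The paper does not report on these genes. In each case the share of genes highest in 1 mouse was compared with 1 in 15, the chance if every mouse were equally likely. The table holds genes selected for a change in a treatment, so the numbers expected by chance below may be too low. The level set before the test was most of the genes.

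In BZA mouse 3, pancreatic acinar genes were far above the level in Veh. The mean log2 difference from Veh of the 9 genes in the table, of 23 listed, was 3.21, where the Veh mice ranged from −0.65 to 0.72. BZA mouse 3 had the highest value in 6 of these 9 genes (66.7%), where 0.6 genes would be so by chance. In the 21 pancreatic acinar genes seen beforehand, the mouse was at 5.89 and highest in 21. RNA from pancreatic cells in this sample is therefore a candidate explanation. An effect of BZA predicts that the other BZA mice also lie above all Veh mice, and 1 of the 2 did (1.27 and 0.12). In the genes seen beforehand, BZA mice 1 and 4 were at 0.20 and −0.02. The Veh mice ranged from −0.02 to 0.02 there, and CE+BZA mouse 1 was at 0.32. A rise of the size in BZA mouse 3 was thus not shared by the other BZA mice. A smaller effect of BZA was not excluded.

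In the same mouse, the 7 adipocyte genes in the table, of 14 listed, had a mean log2 difference from Veh of 1.46, where the Veh mice ranged from −0.12 to 0.14. It had the highest value in 3 of the 7 (42.9%), where 0.467 genes would be so by chance, but which did not reach most of the genes. Of the other 2 BZA mice, 1 lay above all Veh mice (0.27 and −0.30). In the 8 adipocyte genes seen beforehand, BZA mouse 3 was at 3.61 and highest in 6, and both other BZA mice (−0.21 and −0.86) lay below all Veh mice. RNA from adipocytes in this sample and an effect of BZA could not be told apart by the genes tested.

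In BZA mouse 1, genes of intestinal or biliary epithelium were high. The 9 genes in the table, of 31 listed, had a mean log2 difference from Veh of 2.32, where the Veh mice ranged from −0.26 to 0.36. BZA mouse 1 had the highest value in 7 of the 9 (77.8%), where 0.6 genes would be so by chance. In the 16 such genes seen beforehand, it was at 4.57 and highest in 15. RNA from epithelium of the gut or the bile ducts is a candidate explanation. Of the other BZA mice, 1 of 2 lay above all Veh mice (0.66 and −0.18), but so did E2 mouse 3 (0.60) and CE mouse 3 (0.57). In the genes seen beforehand, BZA mice 3 and 4 were at 0.18 and −0.01, and E2 mouse 3 was at 0.60. The Veh mice ranged from −0.09 to 0.07 there. A rise of the size in BZA mouse 1 was thus not shared by the other BZA mice. A smaller effect of BZA was not excluded.

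In CE mouse 3, genes of the neutrophil lineage were high. The 8 genes in the table, of 24 listed, had a mean log2 difference from Veh of 2.91, where the Veh mice ranged from −0.36 to 0.34 and the next highest mouse of any group was at 1.39. CE mouse 3 had the highest value in 4 of the 8 (50.0%), where 0.533 genes would be so by chance, but which did not reach most of the genes. In the 17 neutrophil genes seen beforehand, it was at 6.00 and highest in 16, and the next mouse was at 1.41. An effect of CE was not excluded either, since 1 of the other 2 CE mice (−0.13 and 0.55) lay above all Veh mice. In the genes seen beforehand, both (0.58 and 1.39) lay above the highest Veh mouse (0.37), as did mice of E2, BZA and CE+BZA. CE mouse 3 also had a median over all genes of 0.12, the only one of the 15 beyond 0.1 in size.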

How the results depend on the processing

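Alternatives were set before the data were examined, except a fold change alone (with or without quantile normalization), the removal of genes with at least 2 mice at the floor and the scaling before principal components, which were chosen after seeing the data. The cause was not tested for any of the changes below unless one is given. Numbers of genes are in the order E2, CE, BZA and CE+BZA against Veh and then CE+BZA against BZA, CE and E2. At an FDR under 0.05 they were 5, 4, 0, 3, 0, 1 and 4, and 3 genes deviated from additivity.

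At an unadjusted p under 0.05 the numbers were 385, 473, 417, 537, 223, 367 and 335, and 312 for additivity. With the fold change alone they were 869, 1007, 1024, 1113, 568, 711 and 706. Of the fold change calls against Veh, 39.2% in E2, 41.5% in CE, 45.8% in BZA and 33.2% in CE+BZA were on genes with at least 2 mice at the floor. Of the 1045 such genes, 672 had by estimate under 10 reads in every mouse, and few reads may limit the result in these. Leaving out these genes gave 18 genes in E2, 8 in CE and 14 in CE+BZA, 5 and 9 for CE+BZA against CE and E2, and 1 for additivity. Quantile normalization gave 10 in E2, 10 in CE, 15 in CE+BZA, and 9 and 10 for CE+BZA against CE and E2. The ordinary linear model gave 9 in E2, 13 in CE, 1 in BZA and 13 in CE+BZA, 0 and 1 for CE+BZA against CE and E2, and 1 for additivity. With only the 2 groups compared there were 0 genes in E2, 0 in CE, 2 in BZA and 2 in CE+BZA (0 up-regulated and 2 down-regulated), and 0 for CE+BZA against BZA, 0 against CE and 0 against E2. Bmp7, AA986860 and Pla2g4f did not pass in CE+BZA there. Median centring gave 7 genes in CE+BZA and 0 for CE+BZA against CE. It shifted CE mouse 3 by 0.12. The mean-variance trend gave 6 genes in CE+BZA and 5 for additivity, and the lower-quartile filter 8 for CE+BZA against E2 and 0 for additivity. The mean of a gene is not its abundance here, because each gene is relative to its median. Without the fold change threshold the numbers were those at an FDR under 0.05. With quantile normalization, the share of up-regulated genes at an unadjusted p under 0.05 went from 43.1 to 48.6% in E2, from 54.5 to 45.9% in CE, from 54.4 to 42.0% in BZA and from 54.7 to 43.7% in CE+BZA. For CE+BZA it went from 49.3 to 53.0% against BZA, from 49.3 to 49.5% against CE and from 58.5 to 46.7% against E2. With median centring it was 49.3% in CE and 52.4% for CE+BZA against CE.

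With the mouse number as a replicate block, 0 genes passed in E2, CE and CE+BZA, 0 for CE+BZA against CE, 1 against E2 and 0 for additivity. The pairing was checked by the correlation of deviations from the group means, which was −0.00878 on average in 13 pairs of same-numbered mice (−0.0486 to 0.0980) and 0.00140 in 77 other pairs. Same-numbered mice are different animals.

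Across fits that each left out 1 mouse, the numbers were 1 to 5 in E2, 0 to 5 in CE, 0 to 4 in BZA and 0 to 3 in CE+BZA. They were 0 to 2 for CE+BZA against BZA, 0 in every fit against CE, 1 to 4 against E2 and 0 to 5 for additivity. With the fold change alone they were 761 to 926 in E2.

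The number of genes was also counted for the splits of the 6 mice of a comparison that part as many same-numbered mice as the real split, which is included in the counts. The remaining splits part fewer or more of them. As many genes as in the real split were found in 1 of 6 splits for E2, 1 of 6 for CE, 4 of 4 for BZA (where the real split gives 0) and 1 of 6 for CE+BZA against Veh. For CE+BZA it was 4 of 4 against BZA (where the real split gives 0), 1 of 6 against CE and 1 of 6 against E2. Where the count is 1, it is the real split itself. Among all 10 splits, the most genes in any other split were 0 for E2, 2 for CE and 1 for CE+BZA against Veh, and 0 and 1 for CE+BZA against CE and E2. So few splits cannot give a share under 0.05, and the genes in the table were selected by the real groups. For additivity, 3 of 100 regroupings of the 12 mice, the real one included, gave as many genes, and this share cannot tell either, because the genes in the table were selected by the real groups.

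Genes shared by CE+BZA with BZA, CE and E2 numbered 0, 1 and 0 at an FDR under 0.05, 164, 127 and 106 at an unadjusted p under 0.05, 424, 331 and 292 with the fold change alone, and 393, 318 and 290 with the fold change alone after quantile normalization. Quantile normalization at an FDR under 0.05 gave 0 with BZA, 4 with CE and 3 with E2. BZA itself had 0 genes at an FDR under 0.05, with or without quantile normalization, which fixes its number at 0. The distance of CE+BZA to E2 minus that to BZA, −0.02, reversed to 0.14 with 1 minus the Pearson correlation, 0.13 with the Spearman correlation, 0.11 with quantile normalization and 0.0071 with each gene scaled to unit SD. It kept its sign with median centring (−0.0135) and the lower-quartile filter (−0.0540). It was −0.0667 to 0.0236 across fits that each left out 1 mouse. The distance to E2 minus that to CE, −0.05, was 0.0111 with quantile normalization. The distance to CE minus that to BZA was −0.0037 to 0.0694 when 1 mouse was left out. No p of these went under 0.1.

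The scores of the treated mice against Veh kept their sign under all alternatives run. The nuclear receptor score was −0.915 to −0.474 when 1 mouse was left out, and without Veh mouse 1 or 7 its exact permutation p was 0.11, while the other 5 scores stayed at an exact permutation p under 0.05. For CE+BZA against the other treatments, the reactive oxygen species score was −0.308 to 0.0524 when 1 mouse was left out. The difference in NF-kappa B signaling was 0.0368 to 0.421 in such fits. The difference in negative regulation of inflammatory response was 0.0071 with the median over genes in place of the mean. No score was obtained for beta-oxidation (0 genes). Among 53 genes and comparisons named, 415 values under alternatives were unchanged, 133 weaker, 3 stronger, 12 moved and 3 reversed. The reversed ones are A1bg in CE, at −0.0037 with median centring and −0.35 to 0.42 when 1 mouse was left out. A smaller pseudocount and other size factors were not run, because the values are on a log2 scale and are not counts.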

Differences from the paper's values

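The Venn diagrams of Fig 3C give numbers of genes that differ from those counted here at a fold change above 2 and an FDR under 0.05. All values of the paper in this part were read by eye to 2 digits, values were counted as different when one was more than 1.5 times the other or only one was 0, and a region holds the genes of the treatments named and of no other. For up-regulated genes, the paper's values in Fig 3C, read by eye, are about 270 for CE+BZA only (here 2), about 140 for E2 only (here 2) and about 280 for CE only (here 1). In the regions with 0 genes here, the paper's values in Fig 3C are about 220 for BZA only, about 51 for CE+BZA and BZA, about 24 for BZA and E2, about 25 for CE+BZA, BZA and E2, about 34 for BZA, E2 and CE, about 48 for all 4 treatments, about 51 for CE+BZA and E2, about 25 for CE+BZA, E2 and CE, about 51 for CE+BZA, BZA and CE, about 110 for BZA and CE and about 50 for CE+BZA and CE. For down-regulated genes, the paper's values in Fig 3C, read by eye, are about 200 for E2 only (here 2), about 200 for CE only (here 1) and about 40 for CE+BZA and CE (here 1). In the regions with 0 genes here, they are about 140 for CE+BZA only, about 170 for BZA only, about 39 for CE+BZA and BZA, about 44 for BZA and E2, about 26 for CE+BZA, BZA and E2, about 40 for BZA, E2 and CE, about 51 for all 4 treatments, about 67 for CE+BZA and E2, about 35 for CE+BZA, E2 and CE, about 31 for CE+BZA, BZA and CE and about 57 for BZA and CE.

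Of the alternatives set before the data were examined, an unadjusted p under 0.05 closed the gap in 3 regions and not in 25. It gave 51 up-regulated genes in CE+BZA and BZA against the paper's about 51 (Fig 3C, read by eye), 117 down-regulated genes in CE+BZA only against about 140, and 32 in CE+BZA and BZA against about 39. Quantile normalization closed the gap in 0 of the 28 regions. With the fold change alone, a setting chosen after seeing the values, 22 of the 28 regions were within 1.5 times the paper's values and 6 were not. The 22 include 198 down-regulated genes in CE+BZA only against the paper's about 140 (Fig 3C, read by eye), 143 in CE only against about 200, 57 in CE+BZA and BZA against about 39 and 39 in BZA and CE against about 57, so they are not equal counts. The 6 were 112 up-regulated genes in CE+BZA and BZA, 24 in CE+BZA and E2 and 51 in BZA and CE, and 40 down-regulated genes in CE+BZA, BZA and E2, 26 in BZA, E2 and CE and 35 in CE+BZA and E2. All these comparisons take the names in Fig 3C as printed. With CE and CE+BZA exchanged there, the fold change alone gave 28 of the 28 values to 2 digits. An unadjusted p under 0.05 then gave 0 of them. The 3 regions that it closed may therefore pair unlike regions.

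The first principal component held 16.6% of the variance, and the paper's value in Fig 3B, read by eye, is about 27%. All alternatives for the components were chosen after seeing the values. Quantile normalization gave 15.8% and median centring 16.6%, which did not close the gap. Scaling each gene to unit SD, chosen after seeing the values, gave 18.4%, within 1.5 times the paper's value but well below it.

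The paper states that gene regulation by CE+BZA was most similar to that by BZA. By the distance over all genes, CE+BZA was nearest to E2 (1.36, against 1.38 to BZA). The order depended on single mice. The distance to E2 minus that to BZA was −0.0667 without E2 mouse 3 and 0.0236 without BZA mouse 3. The latter is the mouse with high pancreatic acinar genes. The average over pairs of mice also holds the spread within groups, which was larger in BZA (1.48) than in E2 (1.19). Between the log2 fold changes of the groups, the root mean square difference from CE+BZA was smallest for BZA (0.85). It was 0.96 for E2 and 0.97 for CE. BZA was nearest with 1 minus the Pearson or Spearman correlation, with quantile normalization and with each gene scaled to unit SD, and E2 stayed nearest with median centring (distance to E2 minus that to BZA −0.0135) and with the lower-quartile filter (−0.0540), all set before the data were examined. The correlation of log2 fold changes was highest with BZA. CE+BZA shared most genes with BZA at an unadjusted p under 0.05 (164, against 127 with CE and 106 with E2). The same order held with the fold change alone (424, 331 and 292) and with the fold change alone after quantile normalization (393, 318 and 290), both chosen after seeing the values. At an FDR under 0.05, with or without quantile normalization, BZA had 0 genes, so no gene could be shared with it. The paper states that the magnitude of regulation of the inflammation and reactive oxygen species genes was higher in CE+BZA. The scores of negative regulation of inflammatory response and NF-kappa B signaling were higher in CE+BZA than in the other treatments, by 0.23 and 0.19. The reactive oxygen species score, on 2 genes, was lower by a difference of −0.12, and was higher by 0.05 only when CE+BZA mouse 1 was left out. None of these differences passed (exact permutation test, two-sided, p = 0.255, 0.355 and 0.655). The paper states that genes associated with coagulation were increased in all treated groups. The score of the set was above Veh in E2 too (0.59 ± 0.18, SD, n = 3). The difference lies in C8a and C8b, with log2 fold changes of −0.70 and 0.0051 there.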

Other observations

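The lists of sex-biased liver genes were written, and their tests chosen, before the values of the genes tested were looked at, but after 4 female-biased genes had been seen, which were left out. The tests of Fig 3C were chosen only after the result was seen.

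E2 and CE had a uterotropic effect in the paper, and BZA and CE+BZA did not, and sex-biased liver genes were compared between these pairs of treatments. The 18 female-biased genes in the table, of 30 listed, were higher in the 6 mice on E2 or CE than in the 6 on BZA or CE+BZA by 0.71 on the log2 scale (exact permutation test over 924 splits, two-sided, p = 0.026). In 15 of the 18 genes the mean was higher with E2 and CE. The mean difference from Veh was 0.04 ± 0.24 in E2, −0.33 ± 0.45 in CE, −0.52 ± 0.56 in BZA and −1.19 ± 0.14 in CE+BZA (SD, n = 3 each). With 1 mouse left out the difference was 0.62 to 0.89 (exact permutation p 0.00866 to 0.0519), and with quantile normalization the exact permutation p was 0.0195. The 11 male-biased genes in the table, of 25 listed, were lower with E2 and CE by a difference of −0.63 (exact permutation test, two-sided, p = 0.039). Adjusted over the 2 lists, the exact permutation p was 0.039 for each. The mean was −0.26 ± 0.30 in E2, −0.14 ± 0.39 in CE, 0.26 ± 0.75 in BZA and 0.60 ± 0.07 in CE+BZA (SD, n = 3 each). With 1 mouse left out the exact permutation p was 0.00433 to 0.0779, and with quantile normalization it was 0.0952, so this difference depends on the scaling. Both lists are incomplete in a table selected by fold change, several members are near-identical paralogs that may share reads, and RNA from other cells in BZA mice 1 and 3 was not excluded. Female-biased genes were not above Veh in CE and differed from Veh by 0.04 in E2, so in the genes tested the difference does not come from a rise with E2 or CE. The mean was lowest in CE+BZA, but BZA mouse 3 (−1.06) lay below CE+BZA mouse 3 (−1.04), and CE and BZA also overlapped. In these 18 genes, a rise with E2 or CE over Veh was therefore not seen. The 4 female-biased genes that had been seen and left out were higher in the E2 mice (1.83 to 2.48) than in the Veh mice (−0.24 to 0.44). They were below all Veh mice in BZA (−3.14 to −0.71) and CE+BZA (−3.03 to −1.68), and at −1.49 to 0.52 in CE. These values test nothing, because the 4 genes had drawn attention to the pattern. A hormone response to E2 of the listed sex-biased genes as a set was thus neither shown nor excluded. The test of a set does not judge single genes, which were compared with Veh by limma. Lower female-biased genes with CE+BZA remain a hypothesis, which was found and tested in the same mice.

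With the fold change alone, 14 of the 28 regions of Fig 3C had the number of genes in the table to 2 digits. With CE and CE+BZA exchanged in Fig 3C, 28 of 28 did. An exchange in the table instead predicts that the directions of A1bg and Cfd between CE and CE+BZA in the qPCR of Fig 3E match only with the table's columns exchanged. By eye, 2 of 2 matched as labelled and 0 of 2 with the columns exchanged. For Cfd, the CE mice (−3.00 to 0.53) spanned the CE+BZA mice (−0.37 to 0.11), so this comparison rests on A1bg. An exchange of the names of CE and CE+BZA in Fig 3C is therefore a candidate explanation, and no biological explanation was tested.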
